A study of Mus musculus with 4 samples.

How the data were processed

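Genomic DNA from 4 samples of sorted mouse embryonic stem cells, 2 Ogt iKO and 2 control, was analysed by whole-genome bisulfite sequencing. Per the labels' protocols, cells were grown on feeder fibroblasts, the iKO cells received 4-hydroxytamoxifen for 6 days, feeders were removed by sorting, unmethylated lambda DNA was added, and sheared DNA was ligated to methylated adaptors, converted with sodium bisulfite and amplified. Lambda levels were not analysed here. Each deposited table holds 1 library, and its file name, which names the genotype and replicate but not the sample title word for word, was matched to the sample with that group and number.

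The authors aligned reads to mm10 with BSMAP and tabulated CG positions with methratio, per the names of the deposited files; versions, read filters and removal of duplicates are not stated. Per the file headers, the deposited columns used here are read counts, namely methylated and all C or T reads per CpG and the opposite strand's G and G or A reads. A further column is an expected count, the C or T reads scaled by the opposite strand's share of G to discount C/T variants, and the authors' methylation level is a fraction, the methylated reads over that expected count. Reads of both strands of a CpG were already merged, since all positions carry 1 strand and 0 lie next to each other. Depth reached at most 241 to 246 reads per CpG in every library. Reads are not marked with molecular identifiers, and neighbouring CpGs share fragments, so counts are not independent molecules.

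The counts were joined by position with PyArrow 21.0.0, pandas 2.3.3 and NumPy 2.4.6 in Python 3.11.15. Levels were computed from the methylated and total reads, not from the deposited fraction. The main set held CpGs of the autosomes and X with at least 5 reads in every library, and a set with at least 1 read in every library was added after the depth was seen. Mean levels were unweighted means over CpGs. Library-level values were compared by two-sided exact permutation tests over the 6 arrangements of the labels, which cannot give a p below 0.333. SciPy 1.17.1 gave the 95% Wilson intervals for mitochondrial reads and Fisher's exact test.

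Windows of 10 kb with at least 10 CpGs, and gene ends with at least 5 CpGs, were tested with a quasi-binomial logistic model of methylated and total reads in R 4.3.3. Group was the only term, the Pearson dispersion was moderated across features with limma 3.58.1 and kept at 1 or more, and an F test was adjusted by the Benjamini-Hochberg method. In the 1-read sets and among gene ends of the 5-read set limma gave every feature the same dispersion, so features whose replicates differ strongly can be called on a single library. A feature was called at an adjusted p under 0.05 and a difference of at least 10 points. edgeR 4.0.16 (quasi-likelihood, methylated and unmethylated counts as separate columns) and limma on logit levels with 0.5 reads added to each side were the other tests. When a library is left out, the lone library of its group is assumed to vary like the other group.

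The models were tested on simulated data drawn from the real windows with 200 windows changed. For the 5-read windows, 74.5% of changed windows were called with 0 false calls among 1880 windows. For the 252642 windows of the 1-read set 42.0% were called with 2 false calls, and for the 20349 gene ends 39.5% with 4 false calls. Unchanged features had an unadjusted p under 0.05 in 5.18%, 5.07% and 5.85% of cases. In these draws an unchanged feature had the same level in all 4 libraries, and 1 value per set fixed the extra spread of its features. Shifts of a whole library, which the real data carry, were left out. The false calls and rates therefore do not show how often calls are false in the real data.

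Gene positions came from the RefSeq table of GRCm38.p6, the assembly that mm10 names. It gives each gene's start and end without strand or exons, so the planned promoters, exons and introns were replaced after the data were examined. For each of 21631 protein-coding genes, the end with more listed CpGs, from 1000 bp outside to 500 bp inside the gene, was used; 648 genes had a tie and were given the end of lower coordinate. For genes whose start of transcription is at the CpG-poorer end, this is not the promoter. Repeats were not analysed here, since no genome sequence was used.

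Windows and gene ends are named by a rule fixed before the data were examined. These are, of the called windows, the 5 largest decreases and 5 largest increases among those with groups apart and at least 30 tested CpGs, and likewise of gene ends with at least 10 tested CpGs, besides Ogt and the germline list. Features named outside the rule were chosen after their values were seen. Alternatives covered the read minimum, the C/T-corrected depth, removal of CpGs over 5 times the median depth, thinning to the shallowest library with a fixed seed, pooled reads, other window sizes, other thresholds, other tests, the replicate number as a block and each library left out. Figures were drawn with matplotlib 3.10.9.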

Results

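Whole-genome bisulfite sequencing was compared between mouse embryonic stem cells in which Ogt had been inducibly knocked out (Ogt iKO) and control cells of the same floxed line, with 2 libraries in each group. Ogt encodes the O-GlcNAc transferase, the enzyme that attaches N-acetylglucosamine to serine and threonine residues of nuclear and cytosolic proteins. The iKO cells were cultured for 6 days with 4-hydroxytamoxifen and the control cells for 6 days without it, and viable stem cells were sorted away from feeder fibroblasts. Only treated cells were sorted for a YFP reporter, so drug exposure and reporter sorting coincided with the knockout. Bisulfite treatment leaves 5-methylcytosine and 5-hydroxymethylcytosine alike unconverted, so each methylation level was the sum of both marks. The series addresses how loss of Ogt alters cytosine methylation genome-wide and in heterochromatin.

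The tables held 79929994 reads over CpGs in iKO replicate 1, 70974957 in iKO replicate 2, 68488024 in control replicate 1 and 64273609 in control replicate 2. Mean depth was 4.04, 3.65, 3.54 and 3.35 reads per listed CpG, in the same order, and the iKO libraries were therefore the deeper ones. Of 20677079 CpGs listed on the autosomes and X, 386458 (1.87%) had at least 5 reads in every library. These CpGs formed the 5-read set chosen before the data were examined. Because this set was small, 16341360 CpGs (79.03%) with at least 1 read in every library formed a 1-read set, which was added as a main set after the depth had been seen. Mean depth in the 5-read set was 8.30 and 7.85 reads per CpG in the iKO libraries and 7.69 and 7.44 in the controls, and in the 1-read set 4.22, 3.79, 3.67 and 3.46. Single CpGs were thus measured coarsely, and precision came from averaging over many CpGs.

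The targeted gene was examined first. Ogt lies on chromosome X at 101640011 to 101684351 (mm10), and 441 of its CpGs were listed. Read depth over the gene relative to the rest of chromosome X was 1.23 ± 0.0327 (SD, n = 2) in the iKO libraries and 1.24 ± 0.0630 (SD, n = 2) in the controls, a difference smaller than the spread between replicates (two-sided exact permutation p = 1). Of 45 bins of 1 kb along the gene, 0 fell under 20% of the control mean in both iKO libraries, which was the criterion for a deleted bin. The lowest bin on average, at 101661011 to 101662010 with 9 CpGs, stood at 37.6% of the control mean in iKO replicate 1 and 14.1% in iKO replicate 2, and rested on 6 and 2 reads against 11 and 15 in the controls. A deletion of about 1 kb was not resolvable at this depth, and the files alone did not establish the knockout.

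**Figure D1:**
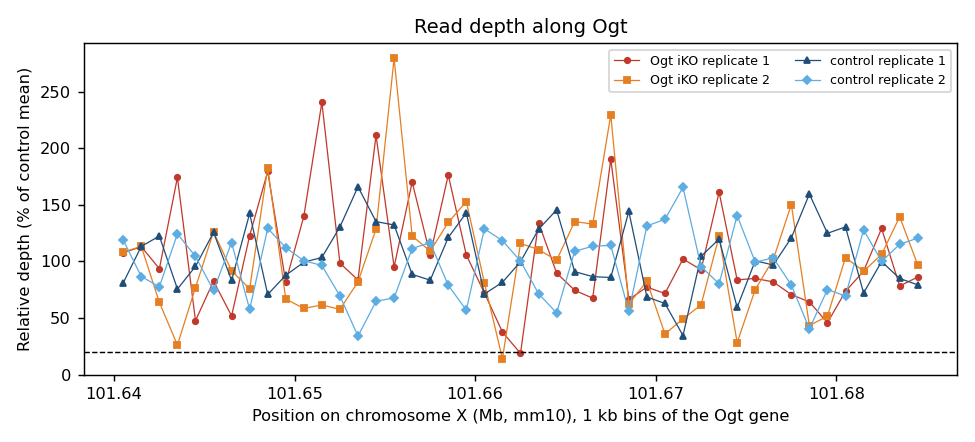
Read depth in 1 kb bins along the Ogt gene on chromosome X (position in Mb, mm10), for each of the 4 libraries as a percent of the mean of both control libraries. Each point is a bin of 1 library, and the dashed line marks 20%; in none of the 45 bins did both iKO libraries lie under it.

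Global CpG methylation was lower in the iKO libraries. In the 5-read set the mean level was 69.2% and 67.1% in iKO replicates 1 and 2 and 73.9% and 78.0% in control replicates 1 and 2. The group means were 68.2% ± 1.55 (SD, n = 2) in iKO cells and 76.0% ± 2.85 (SD, n = 2) in controls, a difference of -7.81 percentage points. Both iKO libraries lay below both controls. The difference exceeded the pooled SD of 2.29 points, but the two-sided exact permutation test of 2 against 2 libraries gave p = 0.333, the smallest value this design allows. Over the 1-read set the means were 64.0% ± 1.60 and 72.0% ± 2.64 (SD, n = 2 each), a difference of -7.98 points. Among the alternatives, leaving out a control library moved the difference most, to -5.79 points without control replicate 2 and to -9.82 without control replicate 1. The control libraries differed from each other by more than the iKO libraries did, with levels of 73.9% and 78.0% against 69.2% and 67.1%.

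The shift was seen on all chromosomes tested. On the 19 autosomes the difference ranged from -8.30 to -7.39 points in the 5-read set and from -8.30 to -7.68 in the 1-read set. On X it was -4.31 points over 1534 CpGs of the 5-read set and -7.70 points over 355825 CpGs of the 1-read set. The iKO libraries lay below both controls on all 20 of these chromosomes in both sets, and on 19 of 20 where at least 10 reads were required. On chromosome Y, which was not part of the comparison, the 1-read set gave 72.9% ± 1.03 in iKO cells and 77.4% ± 2.51 in controls (SD, n = 2 each) over 46762 CpGs, whereas 723 CpGs of the 5-read set gave 63.1% ± 0.226 and 61.4% ± 3.39, within the spread between replicates. With at least 10 reads, 246 CpGs of Y had a difference of 4.80 points against a pooled SD of 4.34, with both iKO libraries above both controls, so the direction on Y depended on the read minimum. Mitochondrial CpGs, a bound on incomplete conversion, were read as methylated in 0.307% and 0.263% of iKO reads and in 0.264% and 0.253% of control reads. Their 95% Wilson intervals, which cover counting error only, ranged from 0.210% to 0.364%.

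**Figure D2:**
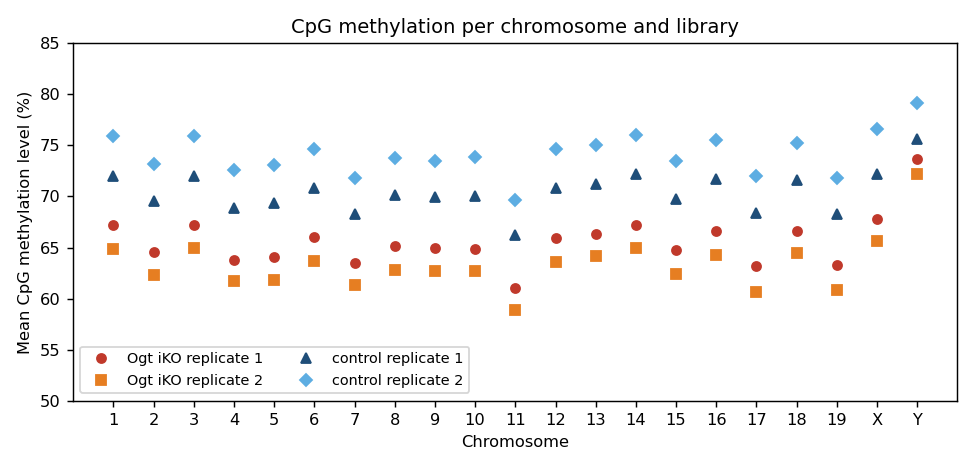
Mean CpG methylation level (percent, axis from 50 to 85) of each library on each chromosome, over CpGs with at least 1 read in every library. Points are single libraries; on every autosome and on X both iKO libraries lie below both controls.

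The distribution of single-CpG levels was compared by class. In the 5-read set, 44.3% ± 2.04 of CpGs were at 80% or higher in iKO cells and 60.3% ± 6.42 in controls (SD, n = 2 each), a difference of -16.0 points. CpGs at 20% or lower made up 7.51% ± 0.856 and 5.01% ± 0.414, and those between the limits 48.2% ± 1.18 and 34.7% ± 6.00. The groups did not overlap in any class, and each comparison reached the smallest exact permutation p of 0.333. With mean depths of 7.44 to 8.30 reads per CpG, a few reads set the class of each CpG.

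Regional differences were tested in non-overlapping 10 kb windows with a quasi-binomial logistic model on methylated and total reads, whose dispersion was moderated across windows with limma, and Benjamini-Hochberg adjustment. A window was called at an adjusted p under 0.05 and a difference of at least 10 points. In the 5-read set, 1880 of 256064 windows had enough CpGs to be tested, and 71 were called, all 71 lower in iKO cells. The adjusted p alone was passed by 122 windows. The median difference was -6.70 points, and 92.3% of windows were lower in iKO cells. The count depended on single libraries, with 5 windows called without control replicate 2 and 28 without iKO replicate 2. It also depended on the test. edgeR's quasi-likelihood test called 45 windows. limma on logit levels called 0, with 406 windows at an unadjusted p under 0.05.

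In the 1-read set 252642 windows were tested and 43600 were called, 43598 lower and 2 higher. The median difference was -7.79 points, and 96.4% of windows were lower in iKO cells. In 72.1% of windows the groups did not overlap, against 33.3% given by chance for 2 against 2 libraries. edgeR called 35727 windows, and limma on logit levels called 0 with 84528 at an unadjusted p under 0.05. Leaving out iKO replicate 2 lowered the count to 3648, leaving out control replicate 2 to 10042 and leaving out iKO replicate 1 to 22958, while leaving out control replicate 1 raised it to 73718. Windows of 1 library share that library's genome-wide level, and replicate 1 minus replicate 2 was -4.02 points at the median window in the controls and 2.30 in the iKO libraries, so the calls are not independent of each other. With the size threshold of 10 points counted from the median difference and the test still against no difference, 2986 windows were called. Such a window lies far below 0 if lower and near 0 if higher, so these calls do not compare the directions.

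**Figure D3:**
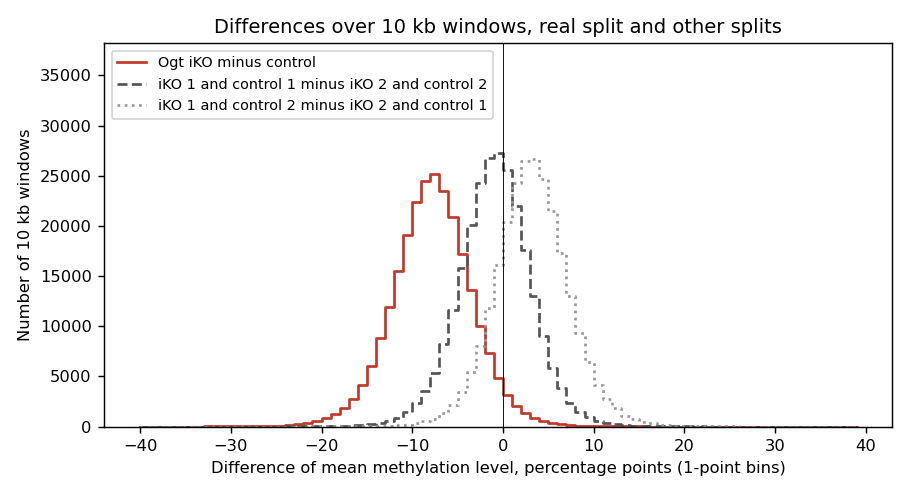
Number of 10 kb windows by difference of mean methylation level in 1-point bins, for windows of the 1-read set. The solid line is Ogt iKO minus control, with a median of -7.79 points; the broken lines are the other two ways of splitting the 4 libraries into pairs, with medians of -0.851 and 3.18 points.

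The windows named here are those with the largest changes among called windows whose groups did not overlap and which held at least 30 tested CpGs. In the 5-read set the 5 largest decreases included 3 on chromosome 4. The window at 147550001 to 147560000, which overlaps Zfp985, was at 25.6% ± 1.28 in iKO cells and 47.4% ± 1.46 in controls (SD, n = 2 each), a difference of -21.8 points over 33 CpGs and 278 to 364 reads per library (adjusted p = 0.00423 in the limma-moderated fit). Of the fits without a library, it lost its call only without control replicate 2, at an adjusted p of 0.0521, and it was not called by limma on logit levels, at 0.187, or with the replicate number as a block. Its adjusted p ranged from 6.23e-06 to 0.267 over all alternatives. The others on chromosome 4 were at 147440001 to 147450000, overlapping Gm13161, Zfp982 and Vmn2r-ps19 (-18.3 points), and at 147600001 to 147610000 between Zfp985 and Zfp979 (-14.6 points). The remaining windows were on chromosome 12 at 20220001 to 20230000, between Gm9265 and Gm32719 (-20.6 points), and on chromosome 10 at 34430001 to 34440000, between Nt5dc1 and Frk (-16.4 points). Without control replicate 2 none of the 5 windows was called. Limma on logit levels and the block called none of them either, at adjusted p of 0.187 to 0.267. The window at 147440001 was also lost without iKO replicate 2 and with at least 10 reads, and the window at 147600001 without either iKO library, by edgeR, after thinning (adjusted p = 0.0925 in the limma-moderated fit) and with C/T-corrected depth (0.0605). The 5 windows rested on 266 to 1712 reads per library, and without very deep CpGs all 5 were called, with differences from -23.3 to -13.7 points. That setting left 1567 windows to test and called 62. Of the 71 windows called in the 5-read set, 32 were called again there. Other mapping of reads to repeated sequence was not tested in the 5 windows.

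In the 1-read set the largest decrease was on chromosome 14 at 28180001 to 28190000, within Erc2. Its level was 31.4% ± 6.94 in iKO cells and 72.0% ± 7.18 in controls (SD, n = 2 each), a difference of -40.6 points over 52 CpGs and 136 to 268 reads per library (adjusted p = 1.18e-09 in the limma-moderated fit), and it was called in each fit without a library but not by limma on logit levels, with an adjusted p of 9.76e-10 to 0.108 over all alternatives. The next were on X within Gabra3 at 72570001 to 72580000 (-39.6 points), on X at 91500001 to 91510000 between Gm8914 and Gm8916 (-37.9 points), on chromosome 2 at 123750001 to 123760000 between Gm34430 and Gm39919 (-33.5 points) and on chromosome 5 at 144670001 to 144680000 within Gm52796 (-32.6 points). These 4 held 31 to 40 CpGs and 48 to 141 reads per library. Of them, the window in Gm52796 was called in each fit without a library, that on chromosome 2 was lost without iKO replicate 2, and both on X were lost without iKO replicate 2 or control replicate 2. Both windows called higher were above in both iKO libraries. The window on chromosome 1 at 136260001 to 136270000, overlapping Gpr25 and Camsap2, was at 53.7% ± 1.61 against 40.6% ± 1.18 (adjusted p = 0.00378 in the limma-moderated fit), and the window on chromosome 15 at 87620001 to 87630000, overlapping Tafa5, was at 50.6% ± 7.04 against 39.0% ± 7.49 (SD, n = 2 each; adjusted p = 0.0453). The first lost its call without iKO replicate 2, at an adjusted p of 0.105, and the second without either iKO library or control replicate 2, at 0.0550 to 0.505. Over all alternatives the adjusted p ranged from 0.00373 to 0.130 for the first and from 0.00894 to 0.505 for the second.

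Because the series concerns heterochromatin and no chromatin map was used here, levels were compared across classes of CpG number and gene content. Across 5 equal classes of 10 kb windows by CpG number, the difference in the 5-read set was -7.42 points in the sparsest class and -8.37 in the densest. The gap between sparsest and densest class within each library was 7.65 ± 0.204 points in iKO cells and 6.70 ± 1.65 in controls (SD, n = 2 each), a difference of 0.954 points that lay within the pooled SD of 1.18 (exact permutation p = 1). It changed sign to -0.215 without control replicate 1. Across 5 equal classes of 1 Mb windows by the share of bases in annotated genes, the difference was -6.99 points in the gene-poorest class and -8.07 in the gene-richest. The gap between gene-poor and gene-rich windows was 2.31 ± 0.0406 points in iKO cells and 1.23 ± 0.511 in controls (SD, n = 2 each), which differed by 1.08 points against a pooled SD of 0.363 (exact permutation p = 0.333). The same comparison in the 1-read set gave 0.577 points against a pooled SD of 0.526. The drop in gene-poor sequence was thus no larger than that in gene-rich sequence.

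Inside annotated genes, away from gene ends, the 5-read set gave 68.2% ± 1.51 in iKO cells and 76.3% ± 2.68 in controls (SD, n = 2 each). Outside genes it gave 69.1% ± 1.61 and 76.5% ± 3.06. Outside minus inside differed between groups by 0.605 points against a pooled SD of 0.278 (exact permutation p = 0.333), and by 0.272 points against 0.336 in the 1-read set (exact permutation p = 0.667). At the CpG-denser end of protein-coding genes, used in place of promoters, the 1-read set gave 15.7% ± 0.426 in iKO cells and 18.7% ± 0.769 in controls (SD, n = 2 each), a difference of -3.00 points over 606107 CpGs. In the 5-read set it gave 38.6% ± 1.29 and 46.1% ± 2.61 over 5578 CpGs.

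**Figure D4:**
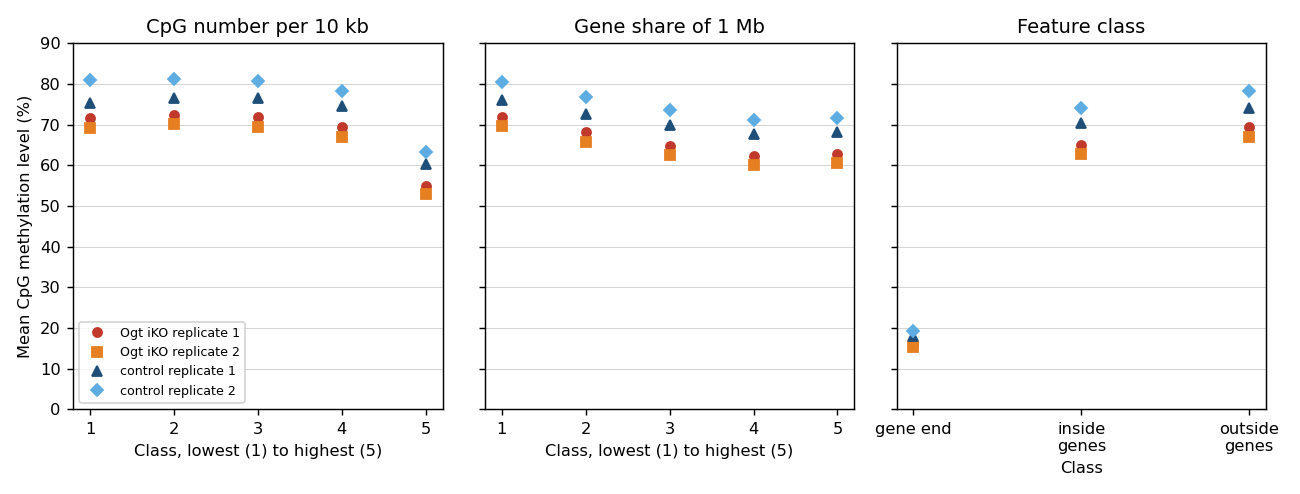
Mean CpG methylation level (percent) of each library by class, over CpGs with at least 1 read in every library, for classes of CpG number per 10 kb window, classes of gene share per 1 Mb window, and gene ends, other sequence inside genes and sequence outside genes. Points are single libraries; both iKO libraries lie below both controls in all classes shown.

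Gene ends were tested individually in the same way as windows. In the 5-read set only 136 had enough CpGs, and 4 were called, all lower in iKO cells. These were Mroh2a, 4930467E23Rik, LOC100504180 and Duxf3, of which only Mroh2a held at least 10 tested CpGs, and the others are named because the count was small. None of the 4 could be tested once very deep CpGs were removed, since too few of their CpGs remained. All 4 calls thus rest on very deep CpGs. The end of Mroh2a on chromosome 1 at 88261790 to 88263289, which also overlaps Hjurp, was at 56.8% ± 1.08 in iKO cells and 75.8% ± 1.74 in controls (SD, n = 2 each) over 20 CpGs and 279 to 322 reads per library (adjusted p = 0.000159 in the limma-moderated fit). Over all alternatives its adjusted p ranged from 2.24e-06 to 0.718. Without single libraries it ranged from 0.00555 to 0.380, under 0.05 only without control replicate 1, and 0 gene ends were called without either iKO library or without control replicate 2. Without control replicate 1, LOC100504180 lost its call as well, at an adjusted p of 0.0543, and Duxf3 was not called in the 1-read set, at 0.0517. Both edgeR and limma on logit levels called 0, with 24 and 17 at an unadjusted p under 0.05.

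In the 1-read set 20349 gene ends were tested and 220 were called, 214 lower and 6 higher, with a median difference of -2.65 points. edgeR and limma on logit levels called 0, with 2147 and 1798 gene ends at an unadjusted p under 0.05, and 36 were called without iKO replicate 2, 89 without control replicate 2, 137 without iKO replicate 1 and 185 without control replicate 1. The 5 largest decreases among gene ends with at least 10 CpGs and groups apart were those of Nxf2 (-45.7 points), Th (-44.1), Ccdc162 (-43.4), Sgo2a (-40.9) and Rpl39l (-39.1), measured on 14 to 24 CpGs and 20 to 88 reads per library. Of these only Ccdc162 was called in each fit without a library. Nxf2 lost its call without either iKO library or control replicate 2, at an adjusted p of 0.0881 to 0.496, and after thinning, at 0.140. Th was lost without iKO replicate 1 or control replicate 2, Sgo2a without iKO replicate 2 or control replicate 2, and Rpl39l without iKO replicate 1. Increases by the same rule were found at Stim2, Ttyh2, Zeb2 and Lrp4. The Stim2 end, on chromosome 5 at 53997523 to 53999022, rose from 0.602% ± 0.852 in controls to 20.4% ± 3.51 in iKO cells (SD, n = 2 each; adjusted p = 0.0170 in the limma-moderated fit), and leaving out any single library raised its adjusted p above 0.05. The other 3 were at 19.2% to 21.7% in iKO cells and 4.09% to 5.17% in controls, and of the fits without a library only that of Zeb2 without control replicate 1 kept a call. After thinning, Zeb2 and Lrp4 lost their calls, at adjusted p of 0.0537 and 0.0958 in the limma-moderated fit. The last 2 gene ends called higher, Mcts2 and Sgce, had overlapping groups. Mcts2 was at 0.995% and 32.6% in the iKO libraries and at 0.769% and 1.08% in the controls, so a single library made this call. Sgce changed sign to -0.577 points without control replicate 2.

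A list of 14 germline genes known for promoter methylation in somatic cells was fixed before the data were examined. At the CpG-denser ends of these genes in the 1-read set, 13 of 14 were lower in iKO cells, with a median difference of -10.4 points. Adjusted over the list alone, 4 were called (Slc25a31, Asz1, Dazl and Brdt), and 3 of them, without Brdt, were called when adjusted over all gene ends. The Slc25a31 end, on chromosome 3 at 40707871 to 40709370, was at 24.4% ± 4.64 in iKO cells and 54.0% ± 4.03 in controls (SD, n = 2 each) over 47 CpGs and 147 to 180 reads per library (adjusted p over all gene ends = 9.61e-05 in the limma-moderated fit). It was called in each fit without a library, but not by edgeR, at an adjusted p of 0.263, by limma on logit levels or with the block, and ranged from 9.67e-05 to 0.751 over all alternatives. The Asz1 end, on chromosome 6 at 18108562 to 18110061, was at 40.1% ± 7.73 against 67.6% ± 11.3 (SD, n = 2 each). The Dazl end, on chromosome 17 at 50293121 to 50294620, was at 24.7% ± 5.04 against 57.0% ± 18.9 (SD, n = 2 each). After thinning, Asz1 lost its call over all gene ends, at an adjusted p of 0.0729 in the limma-moderated fit. Both Asz1 and Dazl lost their calls over all gene ends without either iKO library or control replicate 2. The median of the list was -6.04 points without iKO replicate 2. Over the list alone, 2 to 6 genes were called when single libraries were left out, the fewest without control replicate 2. edgeR called 3 over the list alone and 0 over all gene ends, and limma on logit levels called 0 with 3 at an unadjusted p under 0.05. Only Ddx4 was higher in iKO cells, by 5.94 points, and it turned to -5.79 points without control replicate 2.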

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

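Alternatives run on the 1-read sets and with library-centred limma were chosen after the data were seen. Those on the 5-read window, level and depth results were set before the data were examined, as were those on gene ends of the 5-read set, although for the promoters that gene ends replaced. None of those set before turned the lower global level, the lower share of CpGs at 80% or higher or the lower chromosome levels around. The global difference was -5.95 points where at least 10 reads were required, and the cause was not tested. It ranged from -9.82 to -5.79 points over fits without a library, lowest in size without control replicate 2. The share at 80% or higher ranged from -20.5 to -11.4 points without single libraries. The iKO level was lower on 20 chromosomes without each library. Relative depth of Ogt ranged from 95.7% to 103% of controls without single libraries.

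The gap between CpG-sparse and CpG-dense windows differed between groups by -0.672 points with at least 10 reads, against 0.954, and ranged from -0.215 to 2.12 without single libraries, so its sign was not settled. With 100 kb windows it was 1.52 points against a pooled SD of 0.858, with groups apart (exact permutation p = 0.333). The gap between gene-poor and gene-rich windows fell to 0.646 points with 100 kb windows, and ranged from 0.721 to 1.44 without single libraries. Outside minus inside genes ranged from 0.338 to 0.873 points without single libraries, and was 0.272 in the 1-read set, within its pooled SD of 0.336.

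For windows of the 5-read set, 71 calls became 120 at a 5-point and 15 at a 20-point threshold, 19 with the size counted from the median difference, 43600 in the 1-read set, 24 with at least 10 reads, 33 after thinning, which left 962 windows to test, 173 in 1 kb windows and 30 in 100 kb windows. edgeR called 45 and limma 0, also 0 with each library centred on its median. Counts ran from 5 to 82 without single libraries. In the 1-read windows, 43600 calls became 1124 at 20 points, 2986 with the size counted from the median difference, 2104 in 100 kb windows, where 20783 passed the adjusted p alone, and 0 with limma in both forms, and ran from 3648 to 73718 without single libraries. After thinning, 37779 of the 43600 windows were called again, and under edgeR 34649.

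For gene ends of the 5-read set, 4 calls became 1 at 20 points, 220 in the 1-read set, 8 with at least 10 reads, and 0 with limma in both forms, edgeR, without very deep CpGs or with 500 bp on each side, and ran from 0 to 7 without single libraries. In the 1-read set, 220 calls became 142 at 20 points, 0 with limma in both forms or edgeR, and 36 to 185 without single libraries. For the germline list, 4 calls became 0 with limma in both forms, and 2 to 6 without single libraries. Without very deep CpGs, 116 gene ends of the 5-read set were tested, and the 4 called ones were not among them. Where limma called 0, its simulated tests had recovered 65.5% of changed windows in the 5-read set and 38.0% in the 1-read set but 0% of changed gene ends. The cause of these differences between tools was not tested.

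Replicate numbers are shared between groups, but the labels do not say that a number marks a shared culture, and deviations of same-numbered libraries from their group means did not correlate across windows (-0.0175 in the 1-read set, 0.0202 in the 5-read set). With the replicate number as a block, the global difference was unchanged at -7.81 points, the mean of paired differences of -4.70 and -10.9. The block left 0 windows in the 5-read set (338 at an unadjusted p under 0.05), 20807 in the 1-read set, 0 gene ends in either set (2 and 466 at an unadjusted p under 0.05) and 0 germline gene ends (2). In simulated data the block, with 1 residual degree of freedom, recovered 50.0% of changed windows with 0 false calls in the 5-read set, 55.0% with 34 false calls in the 1-read set and 0% of changed gene ends.

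Of 459 values of the 41 named windows and gene ends under alternatives, 308 stayed on their side of the threshold, 144 lost their call, 0 gained one and 7 changed sign. The 308 include values of germline gene ends that were not called to begin with, and only called features could lose a call. Of 30 called features, edgeR still called 10, the block 6 and limma on logit levels 0. The sign changes all came with a library left out, where the difference ran from -22.1 to 1.71 points at Hormad1, from -5.79 to 17.7 at Ddx4, from -16.3 to 6.28 at Tdrd1, from -0.577 to 29.2 at Sgce, from -14.0 to 3.54 at Sycp1 and from -27.0 to 5.84 at Taf7l. It was turned by leaving out control replicate 2 at Hormad1, Ddx4, Tdrd1 (6.28) and Sgce, control replicate 1 at Sycp1, and iKO replicate 2 at Tdrd1 (0.265) and Taf7l. Of these only Sgce had been called.

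Promoters, exons, introns, repeats and strand-separate levels were planned and not run, since the gene table carries no strand or exon and the tables merge both strands. Depth limits the number of CpGs compared. At the thinned depth 217933 CpGs kept 5 reads in every library, against 386458.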

Other observations

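Thinning, C/T-corrected depth and removal of very deep CpGs were planned; the other tests below were chosen after the results were seen. The 11 families set beside the Hox genes, and the list of imprinted genes apart from Mcts2 and Peg10, were written down before their values were looked at.

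Several technical explanations of the lower level in iKO libraries were tested. After thinning to the shallowest library, the difference was -7.64 points. Thinning leaves the expected level of each CpG unchanged, so it could only show an effect of depth on which CpGs were compared. Other biases tied to the deeper libraries could not be seen this way. With C/T-corrected depth the difference was -7.83 points, and without very deep CpGs it was -7.90 points. Incomplete conversion of the control libraries would have had to leave 24.5% of unmethylated reads unconverted in the 5-read set and 22.2% in the 1-read set, and the upper limit on mitochondrial CpGs was 0.317% in the controls. Of the 3 ways to split the 4 libraries into pairs, 1, the real one, called as many windows as were reported. In both others the logistic model called 0 of 252642 windows, with 150 and 690 at an unadjusted p under 0.05. Other tools were not run on them. Both other splits put an iKO and a control library into each group. The gap between iKO and control libraries then counts as spread within groups, which makes calls less likely. In simulated data 5.07% of unchanged windows had an unadjusted p under 0.05, a far larger share. The 0 calls therefore do not argue against chance, and with only 3 splits chance cannot be excluded. Exposure to 4-hydroxytamoxifen and sorting for the reporter differed between groups as well and cannot be separated from loss of Ogt; neither was tested.

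The drop was not proportional to the level everywhere. If all CpGs had lost the same fraction, the level at gene ends as a percent of that outside genes would be equal in both groups. In the 1-read set it was 23.0% and 22.9% in iKO libraries and 24.4% and 24.5% in controls, a difference of -1.52 points against a pooled SD of 0.0493 (exact permutation p = 0.333). The departure was not confined to gene ends. For other sequence inside genes the same ratio was 93.7% and 93.8% in iKO libraries and 95.1% and 94.5% in controls. These differed by -1.02 points against a pooled SD of 0.277 (exact permutation p = 0.333). What else sets gene ends or genes apart was not tested.

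The Hox clusters did not share the genome-wide drop, which was noticed in a scan of 7 patterns of gene names. Over windows of the other patterns (Vmn1r, Vmn2r, Olfr, these together, Zfp and Krt) the difference was -8.53 to -6.43 points. Over 44 windows of 10 kb that overlap 39 Hox genes, the mean level was 20.5% in iKO libraries and 19.5% in controls, a difference of 1.01 points, and 16 of 44 windows were lower in iKO cells. The difference was 0.500 points without control replicate 2 and 1.53 without control replicate 1, where matched windows differed by -3.66 and -4.09. By cluster, the difference was 0.976 points on chromosome 6, 1.57 on chromosome 11, 1.70 on chromosome 15 and -0.296 on chromosome 2. None of the windows was called in either direction. A low mean level of the window does not account for it, since windows matched on level and CpG number differed by -3.87 points. The matching used 5-point classes of mean level and 3 classes of CpG number. It was thus coarse in CpG number, and levels of single CpGs within windows were not matched. Among 10000 random sets of 44 windows of the same levels, the highest mean difference was -1.72 points, although single windows of a cluster are not independent. Of 11 other families of developmental regulators, 10 dropped less than windows of the same level; Dlx rose by 0.779 points where matched windows differed by -4.77, and Fox, the exception, differed by -7.63 against -7.61. In 3 of the 11 families the groups overlapped in this excess over matched windows. Over all 530 windows of the 11 families the difference was -6.27 points, against -7.22 in windows matched on level. That excess of 0.954 points was smaller than the 4.97 points of the Hox windows. A candidate explanation is therefore a property shared by some loci of developmental regulators, to different degrees. No chromatin data were used here to test which.

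The size of the drop also varied along chromosomes. Over 2553 windows of 1 Mb it ranged from -9.10 points (5th percentile) to -6.63 (95th), and all 2553 were lower in iKO cells. Sampling of reads alone would give no relation between disjoint pairs of libraries, yet the difference between iKO replicate 1 and control replicate 1 correlated across windows with that between iKO replicate 2 and control replicate 2 at r = 0.251, and with the pairs crossed at 0.278, while the differences within groups correlated at -0.0196. Windows are not independent replicates. What the variation follows was not tested beyond CpG number and gene content, and a biological cause remains a hypothesis.

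Of the 71 windows called in the 5-read set, 22 lay in a stretch of chromosome 4 that was chosen from the calls, from the first called window at 145430001 to the end of the last at 147610000, with Zfp982 and Zfp985 among its genes. The comparisons that follow used slightly wider bounds. More tested reads do not explain this in full, since 6.49% of windows elsewhere with 20 or more tested CpGs were called, against 26.8% there. Whether the drop was larger there stays open. Over windows of the 1-read set the median was -7.99 points against -7.79 elsewhere, and 23.4% against 17.3% were called. Among windows of the 5-read set with 20 or more tested CpGs it was -8.15 points against -6.14. Collapsed copies of repeated sequence in either place were not tested.

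Replicates lay far apart at a few gene ends. Among 5873 gene ends with at least 100 reads in every library, 18 had replicates of 1 group more than 25 points apart, and 100 draws at the group level and fitted dispersion gave at most 5. Sampling of reads at this dispersion therefore does not give as many. The draws used the same dispersion for all gene ends. Neighbouring CpGs share fragments, so stronger sampling noise at some ends, the imprinted ones included, is not excluded. The 18 include the ends of Mcts2, Peg10, Sgce, Igf2r, Nnat and Plagl1, imprinted genes of which Peg10 and Sgce share most of the tested end, and an unequal imprint between cultures is a candidate explanation. For Plagl1 the levels were 32.7% and 48.6% in iKO libraries and 50.0% and 85.3% in controls. In the list of 20 imprinted genes, of which 14 had a value, leaving out Mcts2 and Peg10, 2 of 7 testable gene ends had such a gap against 5.32% of others at levels of 20% to 70% (Fisher's exact p = 0.0506). That range, and the minimum of 50 reads used there, were set after values of listed genes had been seen. Nnat, Sgce and Igf2r were not on the list, so their gaps did not count as those of listed genes. Few listed genes could be tested, so the data do not decide. Against the 6 gene ends called higher, the other splits of the libraries called 1 and 2 in each direction. These splits also put an iKO and a control library into each group, so a real group difference can add spread and lower their counts. Some of the 6 may be calls the test makes without a group difference. For that reason, and because 3 splits are too few, the splits cannot tell.

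Within Ogt, the 10 consecutive CpGs poorest in iKO reads for their control reads lay at 101661318 to 101662231. They had 2 reads in iKO replicate 1, 0 in iKO replicate 2, and 14 and 18 in the controls. This may mark the deleted part of the gene. By chance, however, 2.94% of 1940 intervals of X with as many CpGs held a stretch as poor, and the place was picked for its values, so chance and a deletion cannot be told apart at this depth.

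The labels write the genotype as fl/fl, although Ogt is on X. Depth per listed CpG on X was 0.512, 0.512, 0.505 and 0.505 of the autosomal depth in iKO replicates 1 and 2 and control replicates 1 and 2, and on Y 0.307, 0.298, 0.305 and 0.290. A line with a pair of X chromosomes and a low yield on X would have no reads on Y, so the values argue for cells with a single X, unless reads on Y came from other cells. Reads from feeder cells were not tested. The argument compares chromosomes within each library and not the groups. Depth on X was slightly higher in both iKO libraries than in both controls, and the cause of that gap was not tested.

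At 3 places with at least 50 CpGs of at least 100 reads in every library, the levels were as follows. On chromosome 9 at 3000207 to 3038152 they were 76.1% and 74.0% in iKO libraries and 79.1% and 82.4% in controls. On chromosome 11 at 3131858 to 3199739, a stretch that includes Sfi1, they were 61.1% and 59.4% against 67.2% and 70.4%. On chromosome 17 at 39843079 to 39848736, which includes Rn18s-rs5, they were 16.2% and 10.3% against 16.1% and 12.3%, with the groups overlapping. Opposite-strand mismatches were at 0.195% of reads in both iKO libraries and at 0.187% and 0.195% in the controls.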
